A study of Mus musculus with 8 samples.

How the data were processed

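The series holds RNA sequencing of mouse embryonic fibroblasts taken from embryos at day 13.5. Per the labels, Mettl3, the catalytic subunit of the complex that writes N6-methyladenosine (m6A) on mRNA, was deleted by a Cre recombinase switched on with 500 nM 4-hydroxytamoxifen for 48 h, and loss of the protein and of the modification was examined after 7 days, before harvest. The labels do not say whether control cells received the drug. Total RNA came from unstressed cells. The other fraction came from cells given 500 µM sodium arsenite for 30 min, an oxidative stress under which stalled mRNAs gather in cytoplasmic stress granules, and was enriched for granules by centrifugation. Poly(A) RNA was selected with oligo(dT) beads and sequenced on an Illumina instrument, per the labels' protocols. There are 4 groups (control total, control granule, knockout total, knockout granule) of 2 biological replicates each, 8 libraries in all, and library and label were joined by genotype, fraction and replicate number.

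The deposited table gives raw counts per Ensembl gene identifier, 1 column per library, not pooled. The authors' aligner, counting program, strand setting, genome build and annotation release are stated neither in the labels nor in the table, so how multi-mapped or antisense reads were counted is not known. Every column was mapped to a sample. The table has 39017 gene identifiers, of which 37693 matched the GENCODE M21 annotation of the GRCm38 build by identifier. Gene names, coordinates, transcript lengths, exon lengths and GC content were taken from that annotation. Unmatched identifiers held between 0.167% and 0.221% of the counts of a library. Total counts ranged from 67257220 to 123508539, and 3 counts in the smallest library correspond to 0.0446 CPM, the count scaled to library size. Shares of counts carry 95% Wilson intervals, which cover counting error only because reads without molecular identifiers are not independent molecules.

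Counts as deposited were analysed in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16 (robust, trimmed-mean-of-M-values scaling, genes kept by its expression filter over the 4 groups). A single model with a mean for each of the 4 groups was fitted to all 8 libraries, which leaves 4 residual degrees of freedom, and the 5 contrasts were taken from it. P-values were adjusted by the Benjamini-Hochberg method over 18952 tested genes, and genes with an adjusted p under 0.05 are said to be called. Log2 CPM values use a prior count of 2. Standard errors of log2 fold changes were derived from the F statistic. The replicate number did not enter this model and was tried as a block.

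The length relation is the Spearman correlation, across 15379 protein-coding genes, of the log2 granule to total ratio with the spliced length of the longest protein-coding transcript. The longest internal exon of each gene was used in the same way, since m6A is deposited mostly in long internal exons and no m6A map was used here. Spread was taken from the 4 pairings of granule and total libraries within a genotype, or the 16 combinations of these for the difference between genotypes. Exact permutation tests, two-sided, exchanged fraction labels within a genotype (6 relabellings) or genotype labels within each fraction (36 relabellings).

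Gene sets were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01, over 12 sets and 5 contrasts. The sets were cytosolic ribosomal protein, mitochondrially encoded protein, zinc finger, m6A machinery, early arsenite response, interferon-stimulated, p53 target, secreted extracellular matrix, nuclear-retained noncoding RNA and reference stress granule transcripts, and the protein-coding genes at or above the 75th and at or below the 25th percentile of transcript length. Named genes are, per contrast, the 3 highest and 3 lowest log2 fold changes among called genes with a mean of at least 5 CPM, an official symbol and groups that do not overlap. Mettl3, other writers and readers of m6A (Mettl14, Wtap, Ythdf1, Ythdf2, Ythdf3) and reference granule transcripts were always named. The reference list fixed no direction for its members, so being listed does not mean enrichment in granules. Norad, a listed reference transcript, is not analysed here. Tests, groups, gene lists and the naming rule were fixed before the data were examined, as were most alternatives. Overlap of exons between genes was computed with bedtools 2.31.1.

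Alternatives covered the scaling (median-of-ratios size factors, upper-quartile factors, library size alone), the DESeq2 1.42.0 Wald test, the prior count, the definition of length and the correlation used, partial correlations, the filter (none beyond 1 count, or a mean of at least 5 CPM), a log2 fold change limit of 1, a replicate block, thinning to the smallest library, removal of the GC or length trend of each library (lowess, span 0.3), a fit of only the groups compared, and leaving out each library. Voom with a quality weight per library, a crossed block and GC trend removal for single genes were added after the data were seen. Each statistic was tested on simulated data, that of single genes with 200 changed genes. At a dispersion of 0.02, edgeR recovered 171 of the 194 changed genes among 18279 that passed the filter, with 10 false calls. At a dispersion of 0.1 it recovered 109 of 195 among 18340, with 11 false calls. The dispersion estimated over all genes of the deposited counts was 0.106. In simulated counts, the length statistic was 0.725 where a length slope had been added and -0.0119 where none had, over 15379 genes. A shifted set of 20 genes was the only set called, in the contrasts that contained the shift. All simulations gave every library the same dispersion, 0.02 for length and sets, with genes drawn independently. Those of genes, length and sets held no GC trend. They therefore cannot show how often false calls arise in the deposited counts.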

Results

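Poly(A) RNA was sequenced from control and Mettl3-knockout mouse embryonic fibroblasts, as total RNA of unstressed cells and as a stress granule-enriched fraction of arsenite-treated cells. Each of the 4 groups held 2 biological replicates. Total counts were 67257220 and 85463907 in the control total libraries and 123508539 and 91787496 in the knockout total libraries. They were 107314528 and 118426371 in the control granule libraries and 105980382 and 97492170 in the knockout granule libraries. Fraction and stress changed together in this design, so a granule to total ratio combines both. The comparisons address which mRNAs are over-represented in the granule fraction, what loss of m6A changes in each fraction, and whether the knockout alters the relation of granule enrichment to transcript length.

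Replicates differed far more in some groups than in others. Over 10261 genes with a mean of at least 5 CPM, the median absolute log2 ratio between replicates was 0.101 in control granule, 0.134 in knockout granule, 0.312 in control total and 0.813 in knockout total libraries. Counting noise alone would give 0.019 to 0.0239. The share of genes that differed more than 2-fold between replicates was 0.127%, 0.351%, 2.33% and 40.1% in the same order. The log2 ratio of the knockout total replicates correlated with GC content across genes (Spearman rho -0.734, genes not being independent replicates), and that of the control total replicates did so in the opposite sense (rho 0.764). On the first principal component (36.68% of the variance) total and granule libraries separated, and on the next one (26.12%) knockout total replicate 1 lay at -132.9 with the other libraries between -1.417 and 74.53. Mitochondrial transcripts took 0.59% to 0.8813% of the counts in 5 libraries. In knockout total replicate 1 they took 7.602%, and in the knockout granule libraries 6.156% and 8.808%, with interval half-widths of at most 0.0056 percentage points. The labels give no batch, so no within-batch value could be computed.

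**Figure D1:**
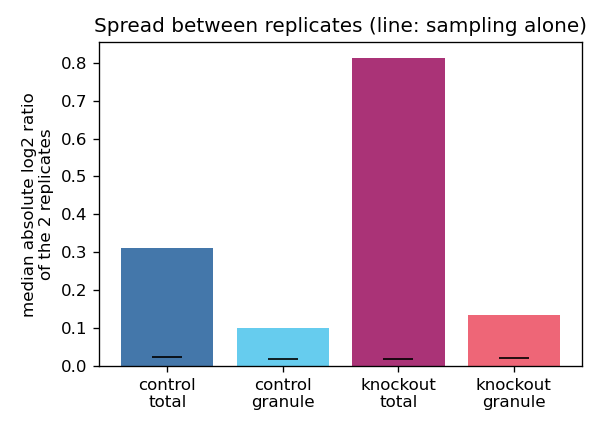
Median absolute log2 ratio between the 2 replicates of each group (bars, vertical axis, log2 units) over genes with a mean of at least 5 CPM, with the value expected from counting noise as a line. The knockout total pair stands at 0.813 and the granule pairs at 0.101 and 0.134.

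Mettl3 (ENSMUSG00000022160, GRCm38 chromosome 14, 52294841 to 52305128) was measured first as a check of the labels. It stood at 25.2 ± 0.306 CPM in control total, 15.6 ± 0.251 in control granule, 6.68 ± 0.953 in knockout total and 5.97 ± 0.579 in knockout granule libraries (SD, n = 2). Every knockout library lay below every control library. The log2 fold change of knockout against control was -1.91 (SE 0.27, adjusted p = 0.035) in total RNA and -1.38 (SE 0.26, adjusted p = 0.021) in the granule fraction. With scaling by library size alone the change in total RNA was -2.01 (adjusted p = 0.054). Exons of other genes overlap 18.38% of its exonic bases. Counts from exons outside a deleted region would still be assigned to the gene.

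**Figure D2:**
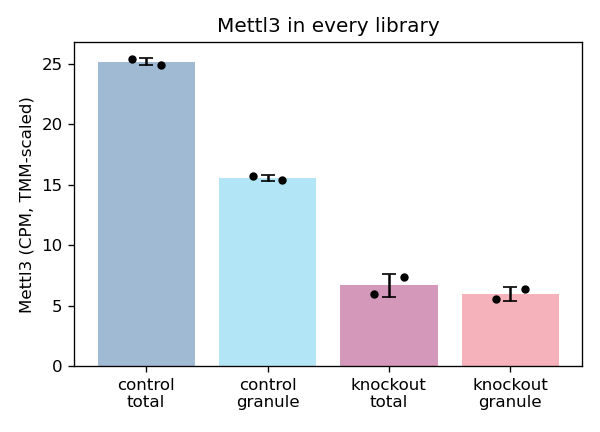
Mettl3 expression in CPM (vertical axis) in each group, with bars for the mean, error bars for the SD of 2 replicates and points for the libraries. Both knockout groups lie below both control groups, at 6.68 and 5.97 CPM against 25.2 and 15.6 CPM.

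Which transcripts were over- or under-represented in the granule fraction of control cells was asked first. Of 18952 genes tested, 1906 were called, 1116 higher and 790 lower in the granule fraction. This count rests on the spread shared by all groups. Without knockout total replicate 1, which does not belong to the comparison, 8118 genes were called, and without knockout granule replicate 1 only 363 were called. Arc (ENSMUSG00000022602, chromosome 15, 74669083 to 74672570) rose from 8.9 ± 1.53 to 207 ± 13.7 CPM, a log2 fold change of 4.54 (SE 0.38, adjusted p = 0.003). Nr4a1 (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) rose by 3.70 (SE 0.32, adjusted p = 0.0034) and Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) by 3.68 (SE 0.29, adjusted p = 0.003). Extl1 (ENSMUSG00000028838, chromosome 4, 134356372 to 134383850) fell by 5.83 (SE 0.62, adjusted p = 0.0048), from 32 ± 3.73 to 0.559 ± 0.104 CPM. Usp18 (ENSMUSG00000030107, chromosome 6, 121245906 to 121270917) fell by 4.88 (SE 0.39, adjusted p = 0.003) and Angptl6 (ENSMUSG00000038742, chromosome 9, 20873808 to 20879727) had a log2 fold change of -4.79 (SE 1.07, adjusted p = 0.034). Overlap with other genes covers 16.75% of the exonic bases of Angptl6, so its count is uncertain.

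In knockout cells the same comparison called 3343 genes, 1737 higher and 1606 lower. When only these 4 libraries were fitted, 0 genes were called, with 4363 at an unadjusted p under 0.05. Atcayos (ENSMUSG00000085779, chromosome 10, 81194609 to 81210877), an antisense transcript, rose by 5.95 on the log2 scale (SE 0.48, adjusted p = 0.0021), from 0.39 ± 0.183 to 24 ± 8.05 CPM. Its count is uncertain because the strand setting of the counting is not stated and 16.05% of its exonic bases overlap another gene. Arc rose by 4.60 (SE 0.38, adjusted p = 0.0021) and Mrgprf (ENSMUSG00000031070, chromosome 7, 145300828 to 145309557) by 4.40 (SE 0.40, adjusted p = 0.0021). Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) fell by 5.86 (SE 0.41, adjusted p = 0.0021), from 341 ± 141 to 5.86 ± 0.51 CPM. Ppef1 (ENSMUSG00000062168, chromosome X, 160623094 to 160735765) fell by 5.55 (SE 0.78, adjusted p = 0.0053) and B4galnt2 (ENSMUSG00000013418, chromosome 11, 95865943 to 95914891) had a log2 fold change of -5.42 (SE 0.56, adjusted p = 0.003), with 15.27% of the exonic bases of B4galnt2 overlapping another gene.

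Enrichment was compared between genotypes. Across genes the log2 granule to total ratios of the genotypes, which share no library, correlated with a Spearman rho of 0.248. The 16 combinations of library pairs ranged from -0.0263 to 0.475 (SD 0.194). Leaving out knockout total replicate 1 gave 0.448 and leaving out knockout total replicate 2 gave 0.0589. Of the called genes, 772 were called in both genotypes, against 336.2 expected from the product of the margins, and 96.2% of these changed in the same direction, 375 higher and 368 lower.

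Next, the effect of the knockout was measured within each fraction. In total RNA 78 genes were called, 52 higher and 26 lower in knockout cells. A fit without the expression filter called 3407, and every fit that left out 1 granule library called 0 genes, with 3392 to 3663 at an unadjusted p under 0.05. Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) rose by 4.98 (SE 0.61, adjusted p = 0.027), from 11.8 ± 3.37 to 374 ± 276 CPM. Lcn2 rose by 4.72 (SE 0.39, adjusted p = 0.014) and Zbp1 (ENSMUSG00000027514, chromosome 2, 173206612 to 173218923) by 3.88 (SE 0.30, adjusted p = 0.013). Stra6 (ENSMUSG00000032327, chromosome 9, 58063788 to 58153996) fell by 3.85 (SE 0.40, adjusted p = 0.024). Cnn1 (ENSMUSG00000001349, chromosome 9, 22099216 to 22109630) fell by 3.72 (SE 0.46, adjusted p = 0.03). Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) fell by 3.64 (SE 0.35, adjusted p = 0.024), from 779 ± 236 to 62.4 ± 7.04 CPM.

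In the granule fraction 1791 genes were called, 1098 higher and 693 lower in knockout cells. Without knockout total replicate 2, which does not belong to this comparison, the count was 7834, and without control total replicate 2 it was 737. Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) rose by 5.57 (SE 0.56, adjusted p = 0.004), from 5.42 ± 0.363 to 258 ± 22 CPM. It belongs to a family of similar genes, so its count depends on how shared reads were assigned. Plxdc1 (ENSMUSG00000017417, chromosome 11, 97923238 to 97986444) rose by 5.57 (SE 0.42, adjusted p = 0.0021) and Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) by 5.30 (SE 0.51, adjusted p = 0.0037). Krt80 (ENSMUSG00000037185, chromosome 15, 101347444 to 101370162) fell by 3.45 (SE 0.31, adjusted p = 0.003). Sema3a (ENSMUSG00000028883, chromosome 5, 13125414 to 13602565) fell by 3.26 (SE 0.70, adjusted p = 0.031) and Wnt7a (ENSMUSG00000030093, chromosome 6, 91363981 to 91411363) had a log2 fold change of -2.78 (SE 0.37, adjusted p = 0.0083).

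The knockout effects in the separate fractions, which share no library, correlated across genes with a rho of 0.038, within the SD of 0.0819 over 16 combinations of library pairs. Without knockout total replicate 2 it was -0.00712. Of the called genes 56 were shared, against 7.4 expected, and 94.6% of these had the same direction.

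Whether enrichment itself differed between genotypes was tested as an interaction. This called 98 genes, 76 with a higher and 22 with a lower granule to total ratio in knockout cells. A fit without the expression filter called 3476, with the split reversed to 1154 higher and 2322 lower. Among the genes eligible for naming, Stra6 had the highest interaction, 6.07 on the log2 scale (SE 0.55, adjusted p = 0.027). Its mean was 26.6 ± 9.35 CPM in control total, 8.25 ± 0.0775 in control granule, 1.85 ± 0.618 in knockout total and 38.5 ± 8.03 in knockout granule libraries. Atcayos followed at 5.26 (SE 0.60, adjusted p = 0.037) and Ifi27l2a at 5.10 (SE 0.69, adjusted p = 0.039). The lowest were Trpc1 (ENSMUSG00000032839, chromosome 9, 95705082 to 95750375) at -4.45 (SE 0.66, adjusted p = 0.044), Lcn2 at -4.27 (SE 0.50, adjusted p = 0.037) and Sp8 (ENSMUSG00000048562, chromosome 12, 118846329 to 118852576) at -3.97 (SE 0.50, adjusted p = 0.037).

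The relation of enrichment to transcript length was the central question of the design. In control cells the log2 granule to total ratio rose with length (Spearman rho 0.256 across 15379 genes, SD 0.0496 over 4 pairings of libraries). In knockout cells rho was -0.0959 (SD 0.113). This value rested on a single library, because rho was 0.0302 without knockout total replicate 1. The difference between genotypes was -0.352 (SD 0.111 over 16 combinations). The exact permutation p was 0.0556, the smallest that 36 relabellings can give, and 0.334 after adjustment over 6 relations. Within a genotype the 6 relabellings cannot go below p = 0.333, and the exact permutation p was 0.667 in control and 1 in knockout cells. In both genotypes, some relabellings that mixed the fractions gave relations at least as strong as the real one. Control replicates of the same fraction also differed with length. Over genes with a mean of at least 5 CPM, rho was 0.624 for the granule pair and -0.32 for the total pair. This test therefore does not separate the trend in control cells from differences between libraries. Given GC content, the partial rho was 0.172 in control cells and -0.0432 in knockout cells, a difference of -0.215. GC content alone correlated with the ratio at -0.43 in control and 0.225 in knockout cells. The latter value came from knockout total replicate 1, with rho of 0.437 and 0.434 in its pairings, against -0.12 and -0.107 in those with replicate 2, the sign seen in control cells. Genes called higher in control granules had a median transcript of 4464 nt and genes called lower 2676 nt, against 3027 nt for all genes tested. In knockout cells the corresponding medians were 3101 and 3342 nt.

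**Figure D3:**
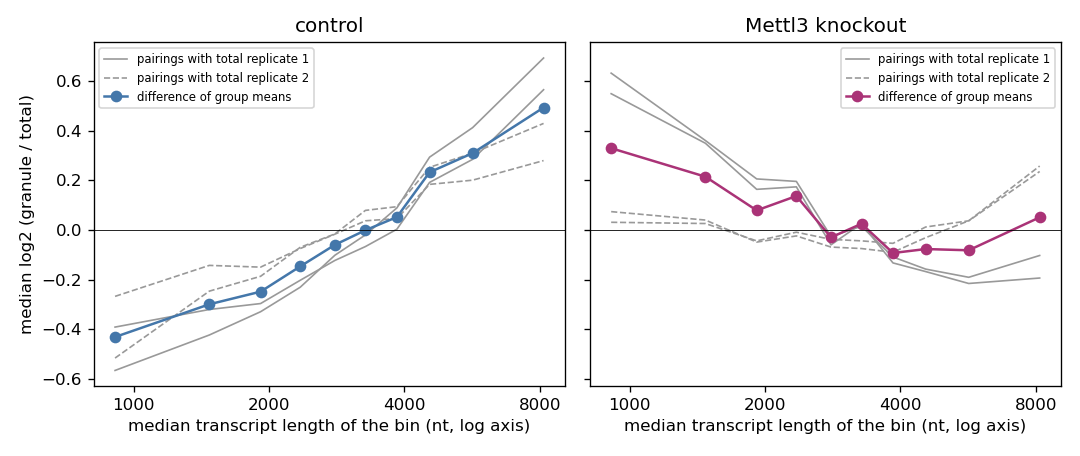
Median log2 granule to total ratio (vertical axis) in 10 bins of genes ordered by transcript length (horizontal axis, nt, logarithmic), in control cells on the left and knockout cells on the right. Coloured points show the difference of group means, running from -0.432 to 0.494 in control cells, and grey lines each pairing of a granule with a total library, solid for total replicate 1 and dashed for total replicate 2.

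The slope of log2 CPM on log2 length was also taken library by library. It was 0.406 ± 0.071 in control total, 0.68 ± 0.069 in control granule, 0.634 ± 0.2 in knockout total and 0.534 ± 0.0035 in knockout granule libraries (SD, n = 2). The relation with the longest internal exon was weaker. Across 14196 genes rho was 0.0662 (SD 0.0328) in control and 0.0362 (SD 0.0158) in knockout cells. The difference of -0.03 was smaller than its SD of 0.0326 (exact permutation p = 0.5, adjusted 1). Given transcript length, rho became -0.0533 in control and 0.0839 in knockout cells, and the difference changed sign to 0.137.

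Of 60 set tests, camera called 30, of which 12 were also called by fry. With an estimated inter-gene correlation 0 of the 60 tests were called, with 7 at an unadjusted p under 0.05. The lowest adjusted p-values belonged to the interferon-stimulated set of 24 genes. Its median log2 change between granule and total was -2.65 in control cells (camera adjusted p = 2.84e-14, 2 genes higher) and -1.99 in knockout cells (adjusted p = 6.63e-10, 1 gene higher). Knockout against control, it was 2.06 in total RNA (adjusted p = 1.69e-12, 22 genes higher) and 3.0 in granules (adjusted p = 2.19e-14, 24 genes higher). In these contrasts 20, 16, 5 and 18 of its genes were called over all genes, and 21, 20, 19 and 23 adjusted over the list alone. All 4 tests held under fry. The interaction of this set (median 0.82, adjusted p = 0.0436) did not, with 0 genes called over all genes, 8 adjusted over the list alone and 11 at an unadjusted p under 0.05. Its median was 0.16 without knockout total replicate 2.

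**Figure D4:**
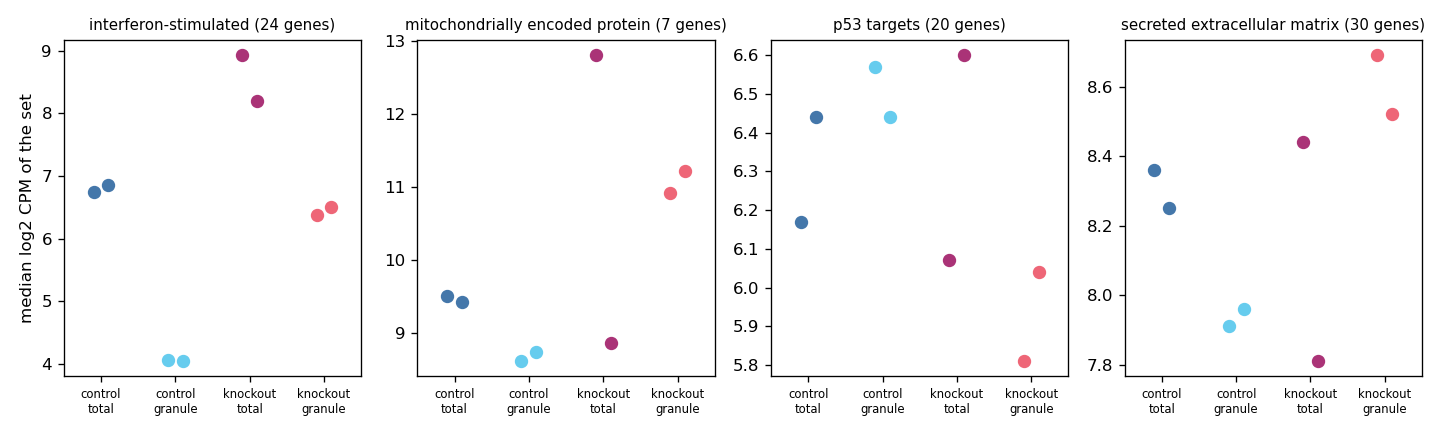
Median log2 CPM (vertical axis, a separate range per panel) of 4 gene sets in each library, with a point per library and groups along the horizontal axis. The interferon-stimulated set lies between 4.04 and 4.06 in control granule libraries and between 8.20 and 8.93 in knockout total libraries, and the mitochondrially encoded set at 12.81 and 8.87 in the knockout total replicates.

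The early arsenite response set of 24 genes was higher in granule libraries, with a median of 1.27 in control (adjusted p = 0.00829, 16 genes higher) and 1.23 in knockout cells (adjusted p = 0.0149, 15 genes higher), and both tests held under fry. The median in knockout cells was 0.79 without knockout total replicate 1. In each genotype 15 of its genes were called over all genes, and 22 and 17 adjusted over the list alone. These counts take both directions together, and the set did not move as a whole. In control cells, where 16 of its 24 genes were higher, Trib3 fell from 529.38 and 397.38 CPM in total libraries to 22.34 and 25.46 in granule libraries. Ddit3, Chac1, Atf3 and Slc7a11 were lower as well. The p53 target set of 20 genes was higher in control granules (median 0.53, adjusted p = 0.0327) and lower in knockout granules (median -0.79, adjusted p = 0.0124), lower in knockout than control granules (median -0.65, adjusted p = 0.000123) and negative in the interaction (median -0.99, adjusted p = 0.000288). The secreted extracellular matrix set of 30 genes was higher in knockout than control granules (median 0.72, adjusted p = 0.00189) and positive in the interaction (median 0.77, adjusted p = 0.0133). These p53 target and matrix results also held under fry. With the filter at a mean of at least 5 CPM, the p53 tests of granule against total were no longer called (adjusted p = 0.0592 in control and 0.0518 in knockout cells), nor was the early arsenite test in control cells (adjusted p = 0.0518). For the p53 targets 6, 9, 5 and 1 genes were called over all genes in these contrasts, and 9, 14, 7 and 9 adjusted over the list alone. For the matrix set 10 and 3 genes were called, and 15 and 10 adjusted over the list alone.

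The other calls did not hold under fry. They include the mitochondrially encoded set of 7 genes in knockout against control granules (median 2.68, adjusted p = 0.0154), where 0 genes were called over all genes, 2 adjusted over the list alone and 6 at an unadjusted p under 0.05. The long-transcript set of 3847 genes had an interaction of -0.43 (adjusted p = 4.04e-06), the short-transcript set of 3847 genes 0.61 (adjusted p = 0.000123), the 321 zinc finger genes -0.71 (adjusted p = 5.65e-07) and the 21 genes of the m6A machinery -0.70 (adjusted p = 0.00401, with 0 genes called over all genes, 0 adjusted over the list alone and 6 at an unadjusted p under 0.05). The medians of the last 3 sets were 0.34, -0.44 and -0.45 without knockout total replicate 1. With the filter at a mean of at least 5 CPM, the zinc finger and m6A machinery interactions were no longer called (camera adjusted p = 0.0518 and 0.0817). The 79 cytosolic ribosomal protein genes changed by -0.41 between granule and total in control cells (adjusted p = 0.0498) and by -0.60 between knockout and control total RNA (adjusted p = 0.038). The latter change rested on knockout total replicate 1, without which the median was 0.09. Neither the nuclear-retained noncoding set of 8 genes nor the reference stress granule set of 7 genes was called in any contrast, with lowest adjusted p-values of 0.272 and 0.195. Members of the reference set moved in opposite directions, such as Cdk6 (1.75) and Polr2a (-1.86) between granule and total in knockout cells. A test of a shared direction therefore says little about single members of that set.

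The reference list named transcripts, Gapdh among them, without saying which should be enriched. Among its 7 tested members 0 were called over all genes in control cells, 3 adjusted over the list alone and 4 at an unadjusted p under 0.05. Ahnak (ENSMUSG00000069833, chromosome 19, 8989284 to 9076914) had a log2 granule to total ratio of 1.04 (SE 0.31, adjusted p = 0.066) and Dync1h1 (ENSMUSG00000018707, chromosome 12, 110601452 to 110666945) one of -0.63 (SE 0.26, adjusted p = 0.15). In knockout cells Cdk6 (ENSMUSG00000040274, chromosome 5, 3341485 to 3531008) rose by 1.75 (SE 0.27, adjusted p = 0.0065) and Polr2a (ENSMUSG00000005198, chromosome 11, 69733997 to 69758637) fell by 1.86 (SE 0.38, adjusted p = 0.018). Tfrc (ENSMUSG00000022797, chromosome 16, 32608920 to 32632794) was lower in knockout than control granules by a log2 change of -1.50 (SE 0.35, adjusted p = 0.04). Gapdh (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) changed by -0.54 in control (SE 0.42, adjusted p = 0.42) and 0.18 in knockout cells (SE 0.42, adjusted p = 0.79). Peg3 (ENSMUSG00000002265, chromosome 7, 6703892 to 6730431) stayed under 1 CPM in the mean of every group. Mettl14, Wtap, Ythdf1, Ythdf2 and Ythdf3 were not called in any of the 5 contrasts.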

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

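All results in this part differ between genotypes by a test of the difference itself, the interaction of genotype and fraction. The tests on the called genes, other than that of overlap, and the set medians without a library were chosen only after the result was seen.

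The interaction called 98 genes. The tables argue against several technical explanations as the whole cause. Of the 98 genes, 96 stayed called in the same direction once the GC trend of each library was removed, and 88 once the length trend was removed. After thinning to the smallest library 82 stayed called. Thinning hardly alters ratios of well-counted genes, so this value decides nothing about library size. Without knockout total replicate 1, all 98 kept their direction and a log2 change of at least 1, a value with no test and on genes chosen for the pattern. Overlap of over 10% of exonic bases with another gene was found for 10.2% of the called genes and 15% of the tested ones. A difference in how knockout and control cultures or libraries were handled stays open and cannot be separated from genotype in this design, as does an effect of the knockout itself.

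Gene by gene, only GC content is argued against as the whole cause for Stra6 (6.07), Atcayos (5.26), Ifi27l2a (5.10), Trpc1 (-4.45), Lcn2 (-4.27) and Sp8 (-3.97), given as interaction log2 fold changes. With the GC trend removed these became 5.47, 5.28, 4.90, -3.75, -4.72 and -3.83, with adjusted p-values from 0.0036 to 0.012 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block each of these genes lost its call (adjusted p = 0.13 in the same test). This was the highest adjusted p over the alternatives run for them. For Atcayos, with 16.05% of its exonic bases overlapping another gene, reads from the gene on the other strand remain an untested source.

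Among gene sets, the secreted extracellular matrix set (median interaction 0.77) and the p53 target set (-0.99) were called by camera and fry. Without the GC trend their medians were 0.62 and -0.71, and without knockout total replicate 1 they were 0.61 and -0.75. All of these lay outside the central 95% of 10000 random lists matched on expression. For the p53 targets this was narrow, with lower limits of -0.66 and -0.64 after these changes. The lists, here and below, drew genes independently, so genes that vary together fall outside them more readily. With an estimated inter-gene correlation, camera called neither interaction (adjusted p = 0.603 for matrix and 0.179 for p53 targets). The medians kept their sign, which argues against GC content or that library alone as the whole source. Whether the sets differ from other genes that vary together stays open. An effect of the knockout may be the source, as a hypothesis found and tested on the same data, and differences between cultures were not tested.

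The interferon-stimulated set (0.82) was called by camera and not by fry. Its median was 1.33 without the GC trend and 1.04 without knockout total replicate 1, both outside matched lists. It was 0.16 without knockout total replicate 2, within the central 95% of lists matched on expression (-1.03 to 0.55), so this difference may rest on that library.

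The long-transcript (-0.43), short-transcript (0.61) and zinc finger (-0.71) sets shrank without the GC trend, to -0.24, 0.36 and -0.26, and without knockout total replicate 1, to -0.30, 0.34 and -0.44, and stayed outside matched random lists. With the filter at a mean of at least 5 CPM, camera no longer called the zinc finger and m6A machinery sets (adjusted p = 0.0518 and 0.0817). The m6A machinery set (-0.70) had a median of -0.14 without the GC trend and -0.45 without knockout total replicate 1. Its median lay within the central 95% of matched lists already before either correction, at percentile 5.73, so these tests decide nothing about it and the set cannot be told apart from other genes of similar expression.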

How the results depend on the processing

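The number of calls depended strongly on the spread assigned to the libraries. The 5 contrasts are given here in the order granule against total in control, granule against total in knockout, knockout against control in total RNA, knockout against control in granules, and interaction, with 1906, 3343, 78, 1791 and 98 calls. The DESeq2 Wald test called 4032, 5091, 2437, 3381 and 2724 genes, and no expression filter gave 4001, 5161, 3407, 3404 and 3476. The stricter filter, which tests fewer genes, gave 1224, 1744, 813 and 46 for all but the third contrast. Removing the GC trend gave 3735, 6163, 742, 4463 and 1503. Voom with library weights, added after the data were seen, gave 7448, 1079, 39, 10454 and 742, the knockout total libraries receiving weights of 0.152 and 0.163 against 2.23 to 3.23 for granule libraries. A fit of only the groups compared gave 7354, 0, 0 and 10359 for the first 4. The knockout total pair is in both contrasts with 0 calls, where 4363 and 1766 genes had an unadjusted p under 0.05, and in neither of the others. Removing the length trend gave 126 in the third contrast, library size alone gave 37 there, and upper-quartile factors gave 156 for the interaction. Apart from the spread, the cause of these changes was not tested.

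The fits that each left out 1 library of another group ranged from 363 to 8118 genes in the first contrast, from 1553 to 2075 in the second, from 737 to 7834 in the fourth, and were all 0 in the third (3392 to 3663 genes at an unadjusted p under 0.05). The extremes of the first were without knockout granule replicate 1 and without knockout total replicate 1. Those of the fourth were without control total replicate 2 and without knockout total replicate 2. Where the library left out belonged to the comparison there was no test, but of 1880, 3184, 78, 1769 and 98 called genes with a log2 change of at least 1, no fewer than 1793, 2794, 78, 1717 and 98 kept it. These genes had been selected in the same libraries. The smallest absolute log2 change among called genes was 1.59 in the third contrast and 2.15 in the interaction. Keeping a change of 1 is therefore weak evidence of stability.

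Same-numbered libraries did not deviate together, with correlations from -0.25 to 0.095 over 6 pairs of groups. The GC trends of the total pairs ran in opposite senses (rho 0.764 in control, -0.734 in knockout) and could hide a shared effect. These correlations therefore cannot exclude that the numbers pair the samples. With the replicate block the counts were 581, 1898, 0, 670 and 0 (3474 and 3923 genes with an unadjusted p under 0.05 where 0 were called). With the block and the GC trend removed they were 2939, 5299, 331, 3592 and 593. Under the block Mettl3 changed by -1.92 in total RNA (adjusted p = 0.13) and -1.39 in granules (adjusted p = 0.055). A crossed replicate block for the total libraries, chosen after seeing the data, gave 2177, 3168, 94, 1571 and 71. The block cannot alter the length and agreement values, which average the same differences.

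The split of calls moved as well. In the interaction 77.6% of the calls were higher, against 33.2% without the expression filter, 37% with the DESeq2 Wald test, 33.7% with voom and 46.3% with the GC trend removed, so calls were mostly lower in these 4 fits. With upper-quartile factors 37.7% of the calls in the first contrast were higher, against 58.6%, and 73.1% in the fourth, against 61.3%. The median log2 fold change of all genes moved from -0.06 to -0.292 in the first, from 0.08 to 0.227 in the fourth and from 0.089 to 0.333 in the interaction, and directions of small changes should be read relative to these shifts. Mettl3 with library size alone was -2.01 in total RNA (adjusted p = 0.054). Across fits without 1 library it ranged from -1.96 to -1.77 in total RNA and from -1.49 to -1.34 in granules.

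The cause of the changes that follow was not tested. The length relation in control cells was 0.371 with the stricter filter, 0.171 with the median transcript and 0.172 given GC content, and 0.214 to 0.291 across fits without 1 library. In knockout cells it ranged from -0.169 to 0.0302, the latter without total replicate 1. The difference was -0.215 given GC content and -0.424 to -0.225 without 1 library. The internal exon relation was 0.14 in control cells with the stricter filter (difference -0.0974), and given transcript length it was -0.0533, 0.0839 and 0.137 for control, knockout and difference. Without 1 library it ranged from 0.0392 to 0.0927, from 0.0197 to 0.0459 and from -0.0565 to -0.00301. Agreement of enrichment between genotypes ranged from 0.0589 to 0.448. That of the knockout effect between fractions ranged from -0.00712 without knockout total replicate 2 to 0.128 without replicate 1, and was -0.00971 with the stricter filter.

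Of 60 set tests fry called 14 and the estimated correlation 0, with 7 at an unadjusted p under 0.05. For fits without 1 library, sets have medians only. Where the library belonged to the contrast an arm held 1 sample, and for the other contrasts no set test was run. Apart from fry and the estimated correlation, 8 set results lost their call under at least 1 alternative, 7 of them with the stricter filter, and 5 gained one. For single genes 17 results lost and 19 gained one, while 57 of the values without 1 library moved by more than the standard error. Depth limits little here, since thinning to the smallest library gave 1907, 3254, 94, 1749 and 82 calls.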

Other observations

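The tests of mislabelling, of library size, of shared library preparation, of single libraries and fractions, of GC content together with a library, and of ATF4 targets were chosen only after the result was seen.

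Knockout total replicate 1 stood apart from its replicate. Removing the GC trend lowered the median absolute log2 ratio of the pair from 0.813 to 0.497, still above the 0.312 of the control total pair, so GC content accounts for a part only. Removing the length trend left 0.772. Leaving out the 50 most abundant genes gave 0.813, but 50 of 10261 genes can hardly move a median, so this decides nothing about dominant genes. A difference in library size would move all counts the same way, but without any scaling 15.5% of genes were over 2-fold lower in replicate 1, the larger library, against 0.0195% in the larger control total library. Thinning the libraries, the test of library size planned here and for the mitochondrial mRNAs, hardly alters ratios of well-counted genes and was replaced after its values were seen. A swap of labels is argued against. Its Mettl3 value of 6.0 CPM lay with the knockout libraries, and the median over 24 early arsenite genes, each as log2 CPM relative to its mean in the other 7 libraries, was -0.94, where the other total libraries reached -0.49 and the granule libraries began at 0.32. Earlier forms of this test were replaced after their values were seen, as a shorter list of immediate early genes did not separate the fractions and a later list was selected on control granules. Gm26917, a noncoding RNA noticed after its values were seen, took 0.5146% to 0.6444% of the counts in the other total libraries, 0.01795% in this one and 0.02001% to 0.02955% in granule libraries. Across genes, the log2 ratio of the knockout total replicates rose with the control granule to total ratio given GC content (partial rho 0.168). The control total pair gave 0.031 with the knockout granule to total ratio, for which only total replicate 2 was used. A candidate explanation is that knockout total replicate 1 was prepared more like the granule libraries than the other total libraries were. If so, part of the granule to total ratios in control cells may be preparation as well, which no library here can separate.

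The difference in the length relation between genotypes kept its sign in each test. It was -0.215 given GC content, -0.31 given expression, -0.225 without knockout total replicate 1 and -0.17 with both GC content and that library removed, each above the spread of 16 combinations (0.111 as measured, 0.0581 given GC content, 0.117 given expression). Whether total libraries alone carry it stays open. The knockout to control ratio in total RNA rose with length in all 4 pairings, with rho from 0.0712 to 0.266, and from 0.079 to 0.141 given GC content. Part of the difference therefore lies in total RNA. In granules the ratio fell with length in all 4 pairings, with rho from -0.212 to -0.105, and from -0.169 to -0.0632 given GC content. The values nearest 0 were those with control replicate 2, and the slopes on length of the closest granule libraries of the genotypes differed by 0.0949, less than the 0.0983 between the control granule replicates. Loss of m6A may weaken the relation, and a difference in preparation between the groups stays open, untested.

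The 7 tested mitochondrially encoded mRNAs were higher in knockout than control granules by a median log2 ratio of 2.68, from 2.30 to 3.01, against a replicate difference of at most 0.28. Another 6 such genes had at most 5 counts in any library and were not tested. The ratio was 2.75 without the GC trend, and 2.62 in counts without any scaling (replicates differing by at most 0.27), which argues against GC content and library size as the cause. In total RNA the set stood at 12.81 log2 CPM in knockout replicate 1 and 8.87 in replicate 2, against 9.51 and 9.43 in control, so it did not follow genotype there. Carry-over of mitochondria in some preparations was not tested.

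Interferon-stimulated mRNAs were lower in granule than in total libraries. The median of -2.65 in control cells (23 genes with a length) lay at percentile 0 of 10000 lists matched on length and expression, whose central 95% ran from -0.31 to 0.43. Without the GC trend it was -2.93, so the tables argue against length, expression and GC content as the whole cause. A list of 26 ATF4 targets, written after a few of its members had been seen, was lower as well, with medians of -2.07 in control and -1.67 in knockout cells, outside the matched range in both. This is consistent with cultures that differed in state before harvest, because both are inducible programmes. Exclusion of these mRNAs from granules, or loss during stress, cannot be told apart from it, since fraction and stress change together.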
